A study of Homo sapiens with 28 samples. Its data were reported in "TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex" (2021).

How the data were processed

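H3K27ac ChIP-seq, which maps the acetylated histone found at active promoters and enhancers, was read from 14 peak lists of SW872 cells. SW872 is an established human liposarcoma line. The labels put the libraries into 7 groups of 2. There is an empty vector, the fusions TAZ-CAMTA1 and YAP-TFE3, the active forms TAZ4SA and YAP5SA, and full-length TFE3 and CAMTA1. The 14 input libraries named in the labels were not analysed here.

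Per the study's methods, the authors trimmed the reads, aligned them to GRCh37/hg19 with BWA-MEM, removed multi-mapping reads and greylist regions, and called narrow peaks with MACS2 on paired-end fragments. Each line of a deposited list holds an interval, a summit, a fold enrichment at the summit (a ratio over the local background), a −log10 p-value and a −log10 q-value, all as the authors' peak caller gave them. These values belong to the peak they stand beside and were used only to describe, rank or filter peaks within their list, apart from the coverage estimate described below. The methods state a q-value limit of 0.1 and pooling of replicates. The lists analysed here are separate for each library, and the lowest −log10 q in any of them was 1.30, which is a q of 0.05. Pooled lists were not analysed here.

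Groups were taken from the labels. The names of the peaks inside each list carry a construct too, and in 14 of 14 lists it is another construct than the label's. The lists labelled empty vector carry CAMTA1 in their peak names, those labelled TAZ4SA carry empty vector, and those labelled TAZ-CAMTA1 carry TAZ4SA. The lists labelled CAMTA1 carry TAZ-CAMTA1, those labelled YAP5SA carry TFE3, those labelled YAP-TFE3 carry YAP5SA, and those labelled TFE3 carry YAP-TFE3. Both lists of a label carry the same construct in each of the 7 groups. Pairs of replicates are therefore the same under either naming, and every comparison between constructs is not. Which naming is right was not settled here, since a planned check of the labels at gene loci was not run for want of an annotation. Libraries are called by their labels throughout, and comparisons were repeated with the construct in the peak names.

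Intervals were counted once per list and no list held the same interval more than once. Overlap between libraries was the Jaccard index, the bp covered by both divided by the bp covered by either. The regions of a group were the merged peaks of its 2 libraries, kept where both had a peak. A region counted as shared at an overlap of at least 1 bp. The level for random placement came from 100 draws that moved all regions of each of chromosomes 1 to 22 and X by a random distance. The region named for each label was fixed by rule before the data were examined: among regions with peaks in both libraries of the label and in none of the other 12, the one whose weaker library ranked best by the −log10 p of its own list.

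Peak number and overlap were tested over all 135135 ways to divide the 14 libraries into 7 pairs, as exact one-sided permutation tests. Fusion labels were compared with other labels by exact two-sided permutation tests over 70 splits of 8 libraries, and all constructs with the empty vector over 91 splits of 14. These 3 split tests were adjusted together by the Benjamini-Hochberg method. A comparison of 2 libraries with 2 has a smallest exact two-sided p of 0.333, so single pairs of groups were not tested. Intervals on percentages are 95% Wilson intervals and cover counting error only.

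Read totals were not used here. MACS2 writes the fold as the summit fragment count plus 1 over the background plus 1, and p from a Poisson tail, so both could be solved for the count and the background. The summit counts came out whole for at least 99.79% of peaks in every list. The 1st percentile of the background was taken as the coverage at which a list was called. It is a relative measure of depth. MACS2 scales libraries before calling, so it need not follow the reads of the ChIP library alone.

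Alternatives were a q of at most 0.01, a −log10 q of at least 5, the 5721 peaks with the highest −log10 p of each list (depth-matched, the length of the shortest list), chromosomes 1 to 22 and X only, peaks within 1000 bp stitched, an overlap of at least 50% of the region, regions with a peak in either library, each library left out in turn, the replicate number as a block, and the construct in the peak names. Depth-matched lists were equal in the number of peaks only, and the coverage at which they were called was not matched. Windows of 500 bp to each side of the depth-matched summits were added after the data had been seen. Promoter shares and gene loci were planned only for an annotation of the build of the lists. The annotation at hand is of another build, coordinates were not converted, and these results are not reported here.

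Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The code was tested on simulated data. Overlaps equalled a base-by-base count in 20 of 20 comparisons. The pairing test gave a p under 0.05 in 4.50% of 400 simulations with no group effect, and in 99.2% of 400 with a group SD of 1 and a replicate SD of 0.25. Smaller group effects were not simulated, so the power of this test at the replicate spread of these lists is not known. Summit counts were recovered for 100% of 4833 simulated peaks.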

Results

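H3K27ac peaks were compared in SW872 liposarcoma cells carrying an empty vector or 1 of 6 constructs, with 2 libraries per label. TAZ-CAMTA1 and YAP-TFE3 are the fusion proteins of epithelioid hemangioendothelioma. TAZ4SA and YAP5SA are forms of TAZ and YAP that escape inhibition by the Hippo pathway, and CAMTA1 and TFE3 are the full-length proteins of the C-terminal fusion partners. The peak names inside all 14 lists carry another construct than the label, so the groups below are the labelled ones and no difference between them can be assigned to a construct with certainty.

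The number of peaks per library ran from 5721 to 102009. The libraries labelled empty vector had 46348 ± 4960 peaks (SD, n = 2). Those labelled TAZ4SA had 100500 ± 2133 (SD, n = 2), and those labelled YAP5SA had 30661 ± 601 (SD, n = 2). The spread was wider for the labels TAZ-CAMTA1, at 35060 ± 18826 (SD, n = 2), CAMTA1, at 39627 ± 11804 (SD, n = 2), and YAP-TFE3, at 48579 ± 12623 (SD, n = 2). The label TFE3 had 5721 peaks in replicate 1 and 47308 in replicate 2. The background coverage recovered from the lists, a relative measure of depth, ran from 1.42 to 2.80 fragments. Peaks covered 3.70 Mb in the shortest list and 175 Mb in the longest.

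**Figure D1:**
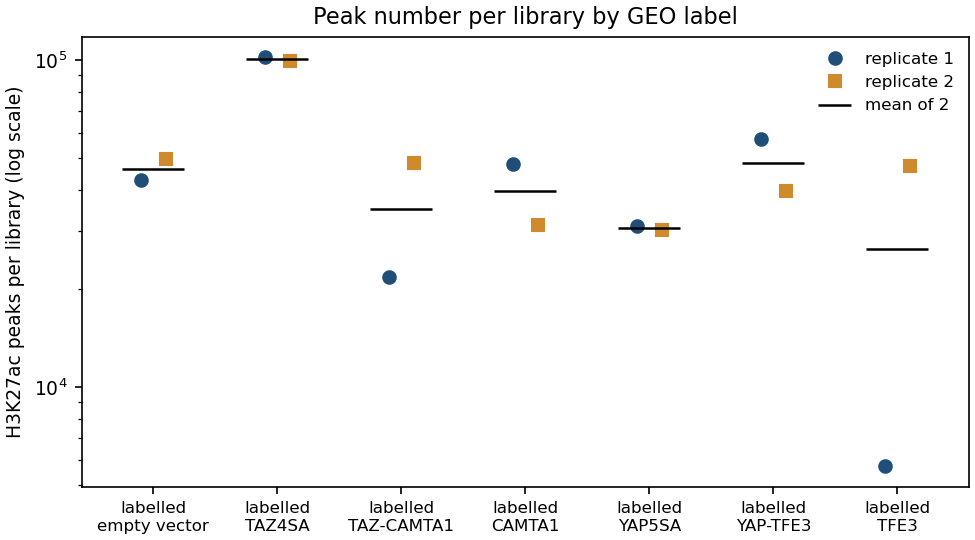
Peaks per library (vertical log axis) for each of the 7 labels (horizontal axis), with replicate 1 as circles, replicate 2 as squares and the mean of 2 as a line. Both libraries labelled TAZ4SA lie near 100500 peaks, and the lowest point is replicate 1 labelled TFE3, with 5721.

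Whether libraries of a label had more similar peak numbers than libraries of different labels was tested over all pairings. Labels accounted for 57.0% of the variance of log10 peak number. Of 135135 pairings, 33567 had pairs at least as alike (exact one-sided permutation p = 0.248, 14 libraries). With all libraries, no difference in peak number between labels was therefore detected beyond the spread of replicates. The libraries labelled TFE3 moved this value most, so it rests on that pair. Without replicate 1, the shortest list, labels accounted for 79.0% of the variance. Without replicate 2 they accounted for 92.2%, because the short list of replicate 1 then had no partner.

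The fusion labels were set against TAZ4SA and YAP5SA to ask whether a fusion changed the number of acetylated sites. The 4 fusion-labelled libraries had 41820 ± 15237 peaks (SD, n = 4) and the 4 others 65581 ± 40342 (SD, n = 4). The difference in mean log2 peak number was -0.50 (exact two-sided permutation p = 0.400, adjusted p = 0.670). Against the 4 libraries labelled CAMTA1 or TFE3, with 33071 ± 19799 peaks (SD, n = 4), the difference was 0.64 (exact two-sided permutation p = 0.543, adjusted p = 0.670). It was -0.07 without replicate 1 labelled TFE3. With the construct in the peak names as the group it was -0.58. The 12 libraries with a construct differed from the 2 labelled empty vector by -0.28 (exact two-sided permutation p = 0.670, adjusted p = 0.670). With the construct in the peak names as the group this difference was -1.59 (exact two-sided permutation p = 0.0659, adjusted p = 0.198). None of the 3 differences exceeded the spread between libraries, and no adjusted p was below 0.05 under any alternative run.

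Overlap between libraries was then compared within and between labels. The mean Jaccard index was 0.425 ± 0.189 (SD, n = 7 pairs) within labels and 0.346 ± 0.149 (SD, n = 84 pairs) between labels. The difference of 0.0785 was reached by 1866 of 135135 pairings (exact one-sided permutation p = 0.0138). The highest index within a label was 0.583, for TAZ4SA, and the lowest was 0.0613, for TFE3. The index within TAZ-CAMTA1, 0.299, was also below the mean between labels, and the other labels lay above that mean. Replicate 2 labelled TAZ-CAMTA1 overlapped every library of another label more than its own partner, except replicate 1 labelled TFE3, at 0.0482. Its highest index was 0.558, with replicate 1 labelled YAP-TFE3, and those with the empty vector libraries were 0.479 and 0.526. The call rested on single libraries, since p was 0.120 without replicate 1 labelled TAZ4SA (exact permutation, difference 0.0356). With windows of equal width around an equal number of summits per list, the difference was 0.0777 (exact permutation p = 2.22e-05). Because replicates keep the same partner under the labels and under the peak names, this result does not depend on which naming is right.

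**Figure D2:**
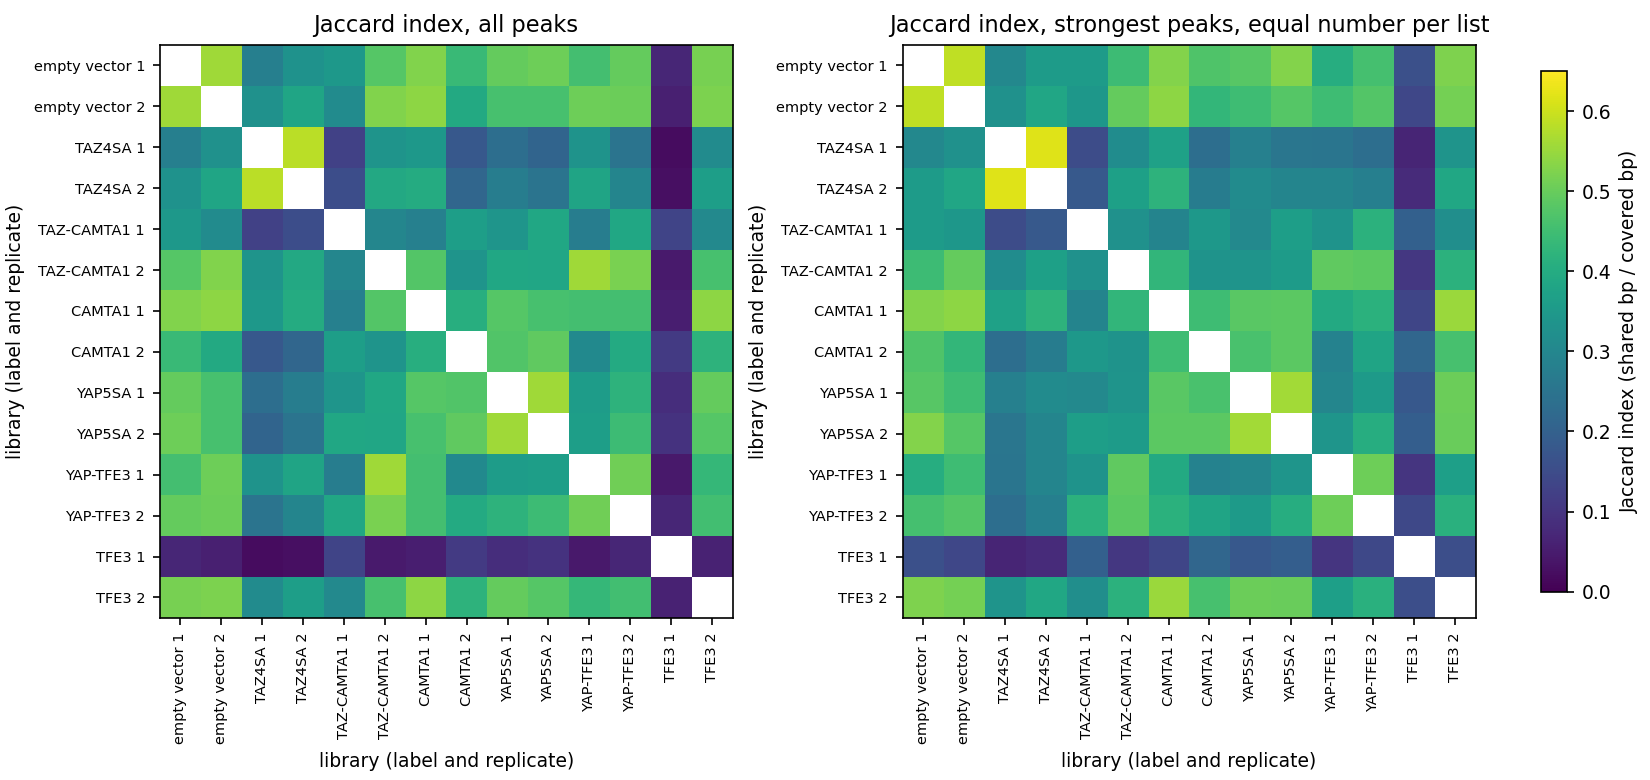
Jaccard index (colour, shared bp over covered bp) between the 14 libraries on both axes, for all peaks and for the 5721 strongest peaks of each list, with the diagonal left blank. Replicate 1 labelled TFE3 has the lowest values, and the pair labelled TAZ4SA has the highest value of all peaks, 0.583.

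The regions of each fusion label were set against those of its related proteins. The label TAZ-CAMTA1 had 16230 regions with peaks in both libraries. Of these, 94.9% (95% Wilson interval 94.5% to 95.2%) overlapped a region labelled TAZ4SA, against 9.85% for random placement. In CAMTA1 the share was 77.9% (77.2% to 78.5%), against 3.86% for random placement. In the empty vector it was 89.0% (88.5% to 89.4%), against 4.64%. The random level was thus highest for TAZ4SA. A further 3.85% (3.57% to 4.16%) overlapped none of these 3. The peaks of single libraries spread far more than these intervals. In TAZ4SA the share was 92.1% for the peaks of replicate 1 and 80.4% for those of replicate 2, an SD of 8.31. In CAMTA1 it was 72.6% and 43.2%, an SD of 20.7, and in the empty vector 84.3% and 53.6%, an SD of 21.7. The 3 other labels also differed in length, with 51253 regions labelled TAZ4SA, 20585 labelled CAMTA1 and 27525 labelled empty vector. At 5721 peaks per list, the share in TAZ4SA fell to 73.5% and that in CAMTA1 was 72.2%, with 78.7% in the empty vector, so the gap between them was not seen with lists of equal length. With the construct in the peak names as the group the order was reversed, at 63.9% in TAZ4SA and 89.2% in CAMTA1, with 99.0% in the empty vector.

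The label YAP-TFE3 had 27292 such regions. Of these, 60.9% (60.3% to 61.5%) overlapped a region labelled YAP5SA, with an SD of 10.5 between the 2 libraries, and 17.6% (17.2% to 18.1%) overlapped a region labelled TFE3, with an SD of 3.50. The share in the empty vector was 75.4% (74.9% to 75.9%), with an SD of 13.5. A further 22.5% overlapped none of these 3, with an SD of 13.4. These SDs are between the shares for peaks of single libraries, which do not centre on the shares of regions. For replicates 1 and 2 they were 35.3% and 50.1% in YAP5SA, and 9.60% and 14.6% in TFE3. In the empty vector they were 46.5% and 65.6%, and 50.8% and 31.9% lay in none of the 3. Random placement gave 3.20% in YAP5SA, 1.05% in TFE3 and 4.21% in the empty vector. The share in TFE3 was decided by the list of 5721 peaks. It was 78.6% without that library and 55.5% at 5721 peaks per list. With the construct in the peak names as the group, the shares were 98.5% in YAP5SA and 99.2% in TFE3. With all libraries and all peaks, the share in the empty vector lay below that in TAZ4SA and above those in CAMTA1, YAP5SA and TFE3. Lists of equal length put the empty vector above TAZ4SA as well. Without CAMTA1 replicate 2 the TAZ-CAMTA1 share in CAMTA1 was 90.2%, and without TFE3 replicate 1 the YAP-TFE3 share in TFE3 was 78.6%. Both then lay above the empty vector, but a peak in the remaining library sufficed, while the empty vector still needed both. With either empty vector library left out, its shares were 94.4% or 90.3% for TAZ-CAMTA1 and 84.9% or 78.4% for YAP-TFE3. On these like terms 90.2% lay below both values, and 78.6% lay between them. No test was run on these shares.

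**Figure D3:**
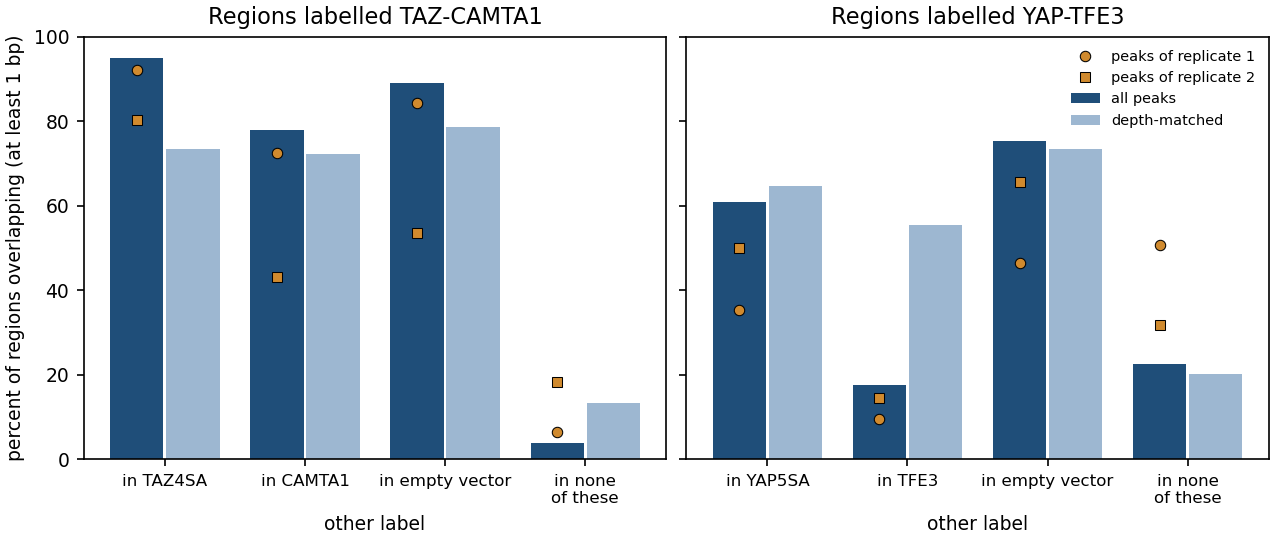
Percent of regions labelled TAZ-CAMTA1 (left) or YAP-TFE3 (right) that overlap regions of other labels by at least 1 bp (vertical axis, from 0 to 100). Dark bars use all peaks, light bars 5721 peaks per list, and points the peaks of each fusion-labelled library. The YAP-TFE3 share in TFE3 rises from 17.6% to 55.5% with lists of equal length.

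Across all lists the peaks merged into 138757 regions. Of these, 4061 had a peak in all 14 libraries and 76892 in a single library. Replicates 1 and 2 labelled TAZ4SA held 35230 and 20935 of the latter. Regions with peaks in both libraries of a label and in none of the other 12 numbered 13253 for TAZ4SA, 542 for YAP-TFE3, 49 for the empty vector, 22 for TAZ-CAMTA1, 16 for CAMTA1, 5 for YAP5SA and 0 for TFE3. The count for TAZ4SA was 4790 at a −log10 q of at least 5. At 5721 peaks per list the counts were 121 for TAZ4SA, 118 for YAP-TFE3, 63 for YAP5SA and 33 for TAZ-CAMTA1. They were 17 for TFE3, 16 for CAMTA1 and 11 for the empty vector. In these shortened lists, exclusive means absent from the 5721 strongest peaks of the other lists, which may hold weaker peaks there. The best exclusive TAZ4SA region of the full lists ranked 12981 in its weaker library, so none of the 13253 could enter. The shortened lists therefore do not decide whether the TAZ4SA count depends on list length. The full-list counts rest on requiring both libraries, and with replicate 1 left out the count was 43690 for TAZ4SA and 2095 for TFE3.

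For each label with such regions, the one ranked best in its weaker library was as follows, in GRCh37/hg19 coordinates and without a gene annotation. For TAZ4SA it lay on chromosome 2 from 102071138 to 102074097, at rank 12981 of 102009 peaks in replicate 1 and 10744 of 98992 in replicate 2. For YAP-TFE3 it lay on chromosome 7 from 29339856 to 29341132, at ranks 12509 of 57505 and 12578 of 39653. For the empty vector it lay on chromosome X from 75648117 to 75649007, at ranks 11137 of 42841 and 11094 of 49855. The region for TAZ-CAMTA1 was on chromosome 10 from 134479790 to 134480530, at ranks 17115 of 21748 and 15649 of 48372. That for CAMTA1 was on chromosome 5 from 130640938 to 130641627, at ranks 24849 of 47974 and 26452 of 31280. That for YAP5SA was on chromosome 8 from 29031731 to 29032191, at ranks 20776 of 31086 and 22590 of 30236.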

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

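The test in this part was chosen after the peak numbers had been seen. The fusion labels differed from TAZ4SA and YAP5SA in opposite directions. Both libraries labelled TAZ-CAMTA1 had fewer peaks than both labelled TAZ4SA, a log2 difference of -1.63, and both labelled YAP-TFE3 had more than both labelled YAP5SA, a log2 difference of 0.64. The difference between the arms was -2.27 (exact permutation within arms, 36 splits, p = 0.0556, the smallest these splits can give). This permutation therefore could not pass 0.05.

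A mislabelled set of files may lie behind it. Grouped by the construct in the peak names, the log2 difference was 0.26 in the TAZ arm and -1.54 in the YAP arm. The arms still differed in direction, with the signs swapped, but not in every library. The difference between the arms was then 1.79 (exact permutation p = 0.389). Since the naming was not checked, an effect of the fusion proteins and a shifted assignment of files cannot be told apart here.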

How the results depend on the processing

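Alternatives were fixed before the data were examined, except the windows around summits. The peak-number tests stayed on the same side of 0.05 at a q of at most 0.01, at a −log10 q of at least 5, on chromosomes 1 to 22 and X, and with stitched peaks. So did the overlap within labels, including in depth-matched lists. The shares of regions moved by less than the SD between libraries under those filters, with stitching, and at an overlap of at least 50%, apart from the depth-matched lists. Promoter shares, their alternatives and gene loci were not run for want of an annotation of the build of the lists.

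In depth-matched lists the TAZ-CAMTA1 share in TAZ4SA was 73.5%, the share in none of the 3 was 13.3%, and the YAP-TFE3 share in TFE3 was 55.5%. With a peak in either library enough for a region, the TAZ-CAMTA1 share in TAZ4SA was 86.4%, and the YAP-TFE3 shares were 43.9% in YAP5SA and 49.1% in TFE3. The cause was not tested.

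With the construct in the peak names as the group, the fusion difference from CAMTA1 and TFE3 reversed to -0.58. The difference from the empty vector was -1.59 (exact permutation p = 0.0659, adjusted p = 0.198), larger but on the same side of 0.05. The TAZ-CAMTA1 share was 63.9% in TAZ4SA and 89.2% in CAMTA1, the opposite order to that under the labels. The YAP-TFE3 shares were 98.5% in YAP5SA, 99.2% in TFE3 and 0.0429% in none of the 3. By construction those YAP-TFE3 regions each need a peak in the list of 5721 peaks. The tests over pairings were identical under both namings.

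Leaving out each library in turn, labels accounted for 49.0% to 92.2% of the variance of peak number, the highest without TFE3 replicate 2 (exact permutation p = 0.00398). The overlap difference ran from 0.0356 to 0.155. It lost its side of 0.05 in 5 of 14 fits, those without empty vector replicate 1, either TAZ4SA library or either YAP5SA library. With summit windows it ran from 0.0579 to 0.108, with exact permutation p from 1.48e-05 to 0.00159. The fusion difference ran from -0.79 to -0.20 against TAZ4SA and YAP5SA, and from -0.0733, a reversal without TFE3 replicate 1, to 0.95 against CAMTA1 and TFE3. The difference from the empty vector ran from -0.41 to -0.03. The TAZ-CAMTA1 shares ran from 80.4% to 96.2% in TAZ4SA, 43.2% to 90.2% in CAMTA1 and 2.60% to 18.3% in none of the 3. The YAP-TFE3 shares ran from 35.3% to 67.6% in YAP5SA, 9.60% to 78.6% in TFE3 and 14.3% to 50.8% in none of the 3. In the empty vector the shares ran from 53.6% to 94.4% for TAZ-CAMTA1 and from 46.5% to 84.9% for YAP-TFE3. Apart from the list of 5721 peaks, the cause was not tested.

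Equal replicate numbers did not deviate together: over 21 pairs of labels the median correlation was -0.00661 and 1 exceeded 0.1. With the replicate number as a block, labels accounted for 60.3% of the variance (exact permutation p = 0.264) and the overlap difference was 0.0785 (exact permutation p = 0.0387). The fusion differences were -0.50 and 0.64 under the replicate block (exact permutation p = 0.444 for each). No call changed.

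Counts of exclusive regions moved by more than 1.5 times in 40 of 140 recounts. Some of these left out a library of another label. Without TAZ4SA replicate 1 the counts were 22 for YAP5SA, 53 for CAMTA1 and 87 for the empty vector. The count for TAZ-CAMTA1 was 73 without YAP-TFE3 replicate 1, and that for YAP-TFE3 was 1058 without TAZ-CAMTA1 replicate 2. Leaving out a library of the label itself raised each count, since a peak in the remaining library then sufficed. The counts without replicate 1 and without replicate 2 were 43690 and 51892 for TAZ4SA, 1926 and 7354 for YAP-TFE3, 2948 and 335 for TAZ-CAMTA1, 2267 and 1368 for the empty vector, 674 and 2026 for CAMTA1, 551 and 762 for YAP5SA, and 2095 and 69 for TFE3.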

Other observations

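All tests in this part were chosen after the result was seen, except those of depth and of fragmentation. The interval on the depth test was added afterwards, and the rule for its verdict was changed after rho had been seen. Under the first rule a negative rho would have argued against depth. The changed rule leaves depth open.

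The constructs in the peak names differed from the label in 14 of 14 lists, agreed between both lists in all 7 pairs, and ran in alphabetical order over the samples. That is consistent with a shifted assignment of files to samples, a hypothesis formed from the same lists. It does not show whether labels or names are right.

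Peak number differed 17.8-fold between lists. Splitting of broad domains into several peaks is argued against as the whole cause, since stitched peaks still differed 12.8-fold. Without the shortest list, stitching took the difference from 4.69-fold to 3.55-fold. Depth stays open. Background coverage and log10 peak number had a Pearson r of -0.128 (permutation p = 0.677) and a Spearman rho of -0.0945 (permutation p = 0.751) over 14 lists, with an approximate 95% interval of rho from -0.595 to 0.459. Without the 2 lists farthest in coverage, r was -0.0409 (permutation p = 0.909) and rho was 0.231 (permutation p = 0.471), so the sign of rho rests on those lists. This was the single relation computed across libraries. Depth and other sources cannot be told apart here because the interval is wide and coverage need not follow the reads of the ChIP library alone. Efficiency of the immunoprecipitation was not tested. Of the peaks in the shortest list, 98.3% had a peak in the other library of its label, and between 89.3% and 98.5% in each of the other 12.

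The pair labelled TAZ4SA seemed to stand apart, with a mean Jaccard index of 0.268 with the other 12 libraries and 13253 exclusive regions. On the index it was not alone. The pair labelled TFE3 had a lower mean of 0.255, with 0.0675 for replicate 1 and 0.442 for replicate 2. At 5721 peaks per list the pair labelled TAZ4SA had 121 exclusive regions, beside 118 for YAP-TFE3. Other lists may hold weaker peaks in those regions, so the shortened lists do not test the 13253. Longer lists and peak width may account for the low index of the TAZ4SA pair. Its median widths, 731 bp and 639 bp, lay within those of the other lists, 486 bp to 931 bp. Its longest peaks, 103649 bp and 83046 bp, exceeded those of every other list. With an equal number of windows of equal width per list its mean index was 0.388, and 3 of the other labelled pairs were lower. With depth-matched whole peaks it was 0.282. The exclusive regions were weaker than the rest. Of them 0.679% were among the 21748 strongest peaks of both lists, against 50.1% of the pair's regions shared with another library, and the median −log10 q of the weaker library was 3.03 against 11.5. Yet 79.4% passed a q of 0.01 in both libraries and 12.5% a −log10 q of 5, so whether peaks near the calling threshold account for them stays open. A gain of whole chromosomes is argued against, since no chromosome held more than 1.35 times its share of peaks in the other 12 lists. Local gains and an effect of the construct were not tested, and in the peak names this pair is the empty vector.

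The libraries labelled TAZ-CAMTA1 and YAP-TFE3 had 139 regions with a peak in all 4 and in no other library. Among all peaks this count was close to that of the labels TAZ4SA and YAP-TFE3, which had 123, and 5 of 1001 sets of any 4 libraries, this one included, had as many, the highest with 372. Whether the length of the lists accounts for the 139 stays open. In depth-matched lists, 151 regions were among the strongest peaks of all 4 fusion-labelled libraries and of no other library. Each of the other 20 pairs of labels had at most 7 regions of this kind. Among the strongest peaks, the fusion labels thus shared more regions than any other pair. Other lists may hold weaker peaks there, so the 151 show a difference in rank and not absence, and do not test the 139. The fusion labels were singled out after the counts in the full lists had been seen, so no p-value is given. A shared effect of the fusion proteins is a candidate explanation under the labels. Under the peak names the same 4 libraries are TAZ4SA and YAP5SA, so the lists do not assign these regions to the fusions. A batch shared by these libraries was not tested.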
